A study of Mus musculus with 32 samples. Its data were reported in "The transcriptional response to oxidative stress is part of, but not sufficient for, insulin resistance in adipocytes" (2018).

How the data were processed

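The expression table covered 32 Affymetrix Mouse Gene 2.1 ST arrays of mouse 3T3-L1 adipocytes, a fibroblast line that accumulates lipid and takes on fat cell features once differentiated. The labels placed the arrays in 16 groups of 2: untreated cells at 0 h, control cells at 4, 8 and 24 h, and cells given 1 µM auranofin, 100 µM BCNU or both drugs for 2, 4, 8 or 24 h. Auranofin inhibits thioredoxin reductase and BCNU inhibits glutathione reductase, so that co-treatment acts on both of the main thiol recycling systems of the cell. The labels gave no control at 2 h, and the untreated 0 h arrays were taken as the control for that time. This is an assumption, since the methods of the study describe controls for every time and no 0 h group. The meaning of each 2 h value, and of the contrasts of later controls against 0 h, depends on it.

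The deposited values were log2 expression levels that the authors had made with robust multi-array average (RMA): background correction, quantile normalization and a summary per transcript cluster over all arrays together. Transcript clusters without an approved gene symbol had been removed by the authors before deposit. The RMA version was not given in the sources used here. The table held 25293 probe sets, and the values ran from 0.543 to 13.8, with array medians between 3.55 and 3.69. Gene symbols came from the platform annotation, which gave 1 symbol for 22030 probe sets, several for 685 and none for 2578. Of the probe sets with 1 symbol, 21930 were matched by Entrez identifier to a RefSeq gene table of assembly GRCm38.p6, and no symbol changed. That table was used for names and for which genes neighbour each other, by the order of their start positions on each chromosome. Coordinates were used for nothing else. Probe sets with several symbols or none were left out of the main test, among them that of Fosl1, which was not analysed here. The 465 genes with more than 1 probe set were collapsed by the median of their probe sets, which left 21506 genes. The study also collapsed by a median, but its gene set was larger and may have kept probe sets left out here.

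Differential expression was tested with limma 3.58.1 in R 4.3.3. The linear model held a mean for each of the 16 groups over all 32 arrays, with 16 residual degrees of freedom, and the two-sided moderated test used a prior of 3.50 degrees of freedom and a prior SD of 0.149. The median SE of a log2 change against control was 0.173, so the number of arrays limited the precision. A gene counted as differentially-expressed, or called, when its adjusted p after Benjamini-Hochberg correction within the contrast was under 0.05 and its absolute log2 change over 0.5, the thresholds of the study. There were 30 contrasts: 12 of a drug treatment against control, 4 interactions (both drugs minus the sum of the single-drug effects on the log2 scale), 8 of both drugs against 1 drug, 3 of a later control against 0 h, and 3 of the 24 h effect against the early effect (the mean of the 4 and 8 h effects). Every adjusted p given for a gene is from limma, every ± is the SE of the log2 change, and each group held 2 arrays. The labels do not say that replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

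Named genes followed a fixed rule. For both drugs against control, the 5 genes with the largest rise and the 5 with the largest fall at each time were named, among called genes in which both treated arrays lay outside the control range. For the single drugs, the interactions, the control contrasts and the late contrasts, 3 genes per direction were named. Up to 4 called members were named per gene list in the contrast discussed. Jun, Gata3, Ets2, Runx1, Cebpb, Gclm, Gss, Gstm1, Gstp1, Txnrd1, Txnrd2, Gsr, Prdx2 and Prdx3 were named whatever their values, as Fosl1 would have been had it been tested. Genes with predicted or locus-style symbols were counted but not named. For Hspa1a, Cyp3a57, Il6, Serpinb2 and Fam71a in control cells, and for Zfp872 in treated cells, the lower group mean lay at or under 2.30, the highest lower quartile of any array, so signal was not clearly above background and the size of their changes against control is a lower bound.

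A set of 30 gene lists was tested with camera in limma at a preset inter-gene correlation of 0.01, which compares a list with all other genes. The lists were NRF2 targets, glutathione metabolism, the peroxiredoxin and thioredoxin system, heat shock response, metallothionein and metal response, the ATF4 integrated stress response, the ER unfolded protein response, p53 targets, immediate early genes, adipocyte genes, lipogenesis, cholesterol and terpenoid synthesis, insulin signalling, glycolysis and glucose transport, oxidative phosphorylation, NF-kB and cytokines, proteasome, autophagy and lysosome, cell cycle, DNA repair, extracellular matrix, preadipocyte and fibroblast markers, circadian clock, hypoxia response, mitogen-activated protein kinase regulators, TGF-beta and BMP signalling, ribosomal proteins, transcription factors discussed by the study, Jun targets named by the study, and the inhibited enzymes with their substrates. The transcription factors and the Jun targets were chosen by the study on these samples. The inhibited enzymes with their substrates follow from the drug targets that it names. Benjamini-Hochberg correction ran over lists and the 12 drug contrasts, and separately over lists and the interaction, control and late contrasts. Calls were repeated with a correlation estimated per list, and member counts are given over all genes and adjusted over the list alone. The groups, tests, thresholds, lists, naming rule and most alternatives were fixed before the data were examined. The list tests on the late contrasts, cyclic loess between arrays, the split of control arrays, and lists of interferon-stimulated genes and tubulins were chosen after seeing the data.

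Overlap of calls between contrasts that share control arrays was set beside 100 simulations of unchanged groups against the same controls and beside the overlap of independent lists. It was also repeated with the controls split, each drug of a pair tested against its own control array in a fit that left the other control array out. The alternatives were a replicate block, a fit on the arrays of the contrast alone, eBayes with trend and robust estimation, a filter on genes in the lowest 1/3 of mean level, the highest probe set per gene, all probe sets, 3 other scalings, adjustment over the 12 drug contrasts together, other control arrays, another early period, fry, and leaving out each array in turn.

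The procedure was tested on simulated data made for the 8 h contrast of both drugs over the 21506 genes. It recovered 54% of 50 genes changed by 0.75 log2, 74% of 50 changed by 1, 92% of 50 changed by 1.5 and 98% of 50 changed by 2, with 7 false calls. In the contrasts left unchanged, of both drugs and of the control at 24 h, it made 0 calls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.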

Results

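Gene expression was measured on 32 arrays, 2 for each of 16 groups of 3T3-L1 adipocytes. Cells received auranofin at 1 µM, BCNU at 100 µM or both drugs for 2, 4, 8 or 24 h, and the controls were untreated cells at 0 h and control cells at 4, 8 and 24 h. Replicate arrays of a group correlated across genes with r between 0.993 and 0.995, and their median absolute difference was 0.138 to 0.174 on the log2 scale. Over the genes above the median of mean level, the first principal component held 33.1% of the variance and the second 11.7%.

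Control cells were compared over time to ask how far untreated adipocytes moved on their own. Against 0 h, limma called 0 genes at 4 h, 0 at 8 h and 0 at 24 h, while 1013, 917 and 955 genes had an unadjusted p under 0.05. The smallest adjusted p were 0.0719, 0.592 and 0.631. Cholesterol and terpenoid synthesis genes had a median of 0.13 at 4 h, with 0 of 20 measured members called (0 adjusted over the list alone). Their list adjusted p was 0.000288, but adjusted p = 0.932 with an estimated correlation, and the call was lost without untreated replicate 1 (adjusted p = 0.0897) or control replicate 1 (0.327). Of 90 list tests on the control arrays, 5 passed with the preset correlation and 0 with an estimated correlation. Up to 4 genes were called on leaving out an array, the most at 8 h without untreated replicate 1.

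Egr1 and Fos, transcription factors of the immediate early response, rose most within 2 h of both drugs, by 3.99 ± 0.18 (adjusted p = 6.15e-11) and 3.24 ± 0.16 (adjusted p = 8.66e-11) on the log2 scale. Osgin1, an oxidative stress-induced growth inhibitor, rose by 2.56 ± 0.13. Hmox1, which encodes the haem-degrading enzyme haem oxygenase 1, rose by 2.28 ± 0.16, and Mtfr2, a regulator of mitochondrial fission, by 2.25 ± 0.29. The largest falls were in Fat4, an atypical cadherin (−2.20 ± 0.20), the cytochrome P450 gene Cyp2a22 (−1.45 ± 0.33) and the interferon-induced Ifit2 (−1.45 ± 0.37). They were followed by the scaffold gene Ahnak2 (−1.36 ± 0.15) and the prokineticin receptor Prokr1 (−1.35 ± 0.35). Of the 22 measured heat shock genes, 8 were called higher at 2 h (10 adjusted over the list alone; list adjusted p = 6.10e-22), led by the co-chaperone Dnajb1 at 2.19 ± 0.11. List calls given here with a single p held with an estimated correlation too, in general at a much larger adjusted p. Jun, a subunit of the AP-1 transcription factor, rose by 1.29 ± 0.16 (adjusted p = 7.39e-05). In all, 321 genes were called at 2 h, 136 higher and 185 lower, against untreated cells at 0 h, since no control was labelled for 2 h. With the 4 h controls instead, 387 genes were called, 146 higher and 241 lower, and only 208 of them were among the 321. Cyp2a22 (−0.30) and Ifit2 (−0.48) were then not called. Ifit2 was also lower in control cells at 4 h than at 0 h, though not called (−0.97 ± 0.37, adjusted p = 0.999), so its fall at 2 h is not settled as an effect of the drugs. The 2 h count against 0 h was 190 without untreated replicate 1, 161 without untreated replicate 2 and 199 without co-treated replicate 2. Cyp2a22 lost its call without untreated replicate 2 (adjusted p = 0.284) or either co-treated array (0.0708 and 0.153). Ifit2 lost it without each of the 4 arrays (up to 0.323 without untreated replicate 1), and Prokr1 without either untreated array (0.309 and 0.0897) or co-treated replicate 2 (0.477).

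After 4 h of co-treatment Egr1 stood 4.62 ± 0.18 above control (adjusted p = 2.48e-12) and Fos 3.79 ± 0.16. They were followed by the early growth response factor Egr2 (3.28 ± 0.20), Osgin1 (3.27 ± 0.13) and the stress-induced transcription factor Atf3 (3.13 ± 0.23). Phxr4 fell by 2.16 ± 0.22 and the mitochondrial transcription terminator Mterf1a by 2.03 ± 0.38. Fat4 fell by 1.94 ± 0.20, Ahnak2 by 1.76 ± 0.15 and the ribosomal pseudogene Rps15a-ps6 by 1.64 ± 0.36. Insulin signalling genes fell as a list, with 10 of 41 members called lower and 1 higher (11 adjusted over the list alone), a median of −0.20 and a list adjusted p of 1.37e-08. Irs1, the insulin receptor substrate, fell by 1.29 ± 0.16 (adjusted p = 2.02e-05), Pik3r1, a regulatory subunit of PI3-kinase, by 0.87 ± 0.09, and Tbc1d4, which restrains glucose transporter traffic, by 0.86 ± 0.14. The pseudokinase Trib3, an AKT inhibitor, rose by 0.82 ± 0.21. TGF-beta and BMP signalling genes also fell (9 of 37 lower, 1 higher, 11 adjusted over the list alone, list adjusted p = 3.63e-06). The activin subunit Inhbb was at −1.25 ± 0.14 and the co-repressor Ski at −1.15 ± 0.09, with Id3 higher by 1.47 ± 0.26. Of 25 NRF2 targets, genes of the antioxidant response, 12 were called higher (13 adjusted over the list alone; list adjusted p = 6.29e-15). The 4 h contrast called 1257 genes, 545 higher and 712 lower (475 and 826 with arrays centred on their medians), and 730 without control replicate 2. Rps15a-ps6 lost its call without that array (adjusted p = 0.0709) or co-treated replicate 1 (0.102), and Trib3 without control replicate 2 (0.239) or co-treated replicate 2 (0.175).

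By 8 h Atf3 was the most raised gene with both drugs, at 5.13 ± 0.23 (34.9-fold, adjusted p = 9.75e-12). Next were Egr1 (4.55 ± 0.18), Fos (4.01 ± 0.16), the cytochrome P450 gene Cyp3a57 (3.94 ± 0.31) and Egr2 (3.58 ± 0.20). Ldhal6b, a lactate dehydrogenase-like gene, fell by 2.33 ± 0.28 and Rps15a-ps6 by 2.21 ± 0.36. The Ras-related Rasd1 fell by 2.17 ± 0.12, Phxr4 by 2.15 ± 0.22 and Bahcc1 by 2.08 ± 0.17. Immediate early genes rose almost throughout, with 27 of 32 called higher and 0 lower (27 adjusted over the list alone), a median of 1.46 and a list adjusted p of 1.13e-35. For the ATF4 integrated stress response the list adjusted p was 7.60e-15, but 0.0381 with an estimated correlation. This list had 19 of 31 members higher and 1 lower (20 adjusted over the list alone). It included Ppp1r15a (3.20 ± 0.19), which restores translation after stress, the pro-apoptotic factor Ddit3 (2.46 ± 0.18) and the cystine importer Slc7a11 (2.20 ± 0.26). Cholesterol and terpenoid synthesis genes were higher for 7 of 20 (7 adjusted over the list alone; list adjusted p = 9.99e-10), but adjusted p = 0.0703 with an estimated correlation. The mevalonate pathway enzymes Pmvk and Mvd were at 1.14 ± 0.13 and 0.96 ± 0.12. Insulin signalling genes stayed lower (10 lower and 2 higher of 41, 12 adjusted over the list alone, list adjusted p = 1.18e-05), with Irs1 at −1.33 ± 0.16, while Trib3 (1.57 ± 0.21) and the cytokine signalling inhibitor Socs3 (1.24 ± 0.21) were higher. In this contrast 2432 genes were called, 1231 higher and 1201 lower. With each array centred on its median the split was 944 higher and 1508 lower. Of the genes called higher, 250 lay in the lowest 1/3 of mean level, and 140 of those were still called after cyclic loess between arrays.

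Hspa1a, one of the genes for the inducible chaperone HSP70, was the most raised gene after 24 h of both drugs, at 7.41 ± 0.40 (adjusted p = 4.14e-11). Its control level of 2.22 lay among the lower quartiles of the arrays, near background, so the rise is a lower bound. Its near-identical neighbour Hspa1b rose by 4.08 ± 0.13, although probes may not separate these copies and each value is uncertain. P2rx7, an ATP-gated ion channel, rose by 5.82 ± 0.23, Atf3 by 4.45 ± 0.23 and Sprr1a, a cornified envelope protein, by 3.90 ± 0.26. Heat shock genes were higher for 18 of 22 members and lower for 0 (18 adjusted over the list alone; list adjusted p = 1.86e-35), with a median of 1.21. The small heat shock protein gene Hspb1 and the HSP70 partner Hsph1 were among them (3.53 ± 0.18 and 3.46 ± 0.15). Of 25 NRF2 targets, 21 were called higher and 0 lower (21 adjusted over the list alone; list adjusted p = 7.85e-30). Hmox1 stood at 2.48 ± 0.16, Osgin1 at 2.45 ± 0.13, the quinone reductase Nqo1 at 2.27 ± 0.15 and the glutathione transferase Gsta3 at 2.25 ± 0.22. Immediate early genes remained higher as a list (26 of 32, 26 adjusted over the list alone, list adjusted p = 6.21e-36), with Egr1 at 3.77 ± 0.18 and the ERK phosphatase Dusp5 at 2.84 ± 0.20. The 24 h contrast called 1963 genes, 1050 higher and 913 lower, of which 670 changed more than 2-fold. With arrays centred on their medians the split was 939 higher and 1038 lower, so the larger side depends on the scaling.

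The secreted Wnt modulator Sfrp2 fell most at 24 h, by 4.79 ± 0.29 (adjusted p = 2.49e-10). It was followed by the growth factor Ptn (−3.79 ± 0.13), the matrix proteoglycan Ogn (−3.65 ± 0.12), the collagen Col11a1 (−3.62 ± 0.18) and periostin, Postn (−3.50 ± 0.13). Extracellular matrix genes were lower for 20 of 33 and higher for 3 (25 adjusted over the list alone; list adjusted p = 2.89e-24), with a median of −0.61. The gelatinase Mmp2 fell by 3.26 ± 0.16, the metalloproteinase inhibitor Timp3 by 3.05 ± 0.22 and the collagen cross-linking enzyme Lox by 2.70 ± 0.13, while the collagenase Mmp13 rose by 3.26 ± 0.28. Preadipocyte and fibroblast markers, which stand for the less-differentiated cells a culture can hold, were lower for 16 of 23 and higher for 0 (16 adjusted over the list alone), with a median of −1.16 and a list adjusted p of 3.71e-22. They included Islr (−3.31 ± 0.15), the preadipocyte factor Dlk1 (−2.69 ± 0.13) and decorin, Dcn (−2.63 ± 0.11). The matrix list at 8 h had an adjusted p of 1.52e-11, but 0.0316 with an estimated correlation. By then 8 of 33 matrix genes were already lower (8 adjusted over the list alone). So were 9 of 23 fibroblast markers (10 adjusted over the list alone), with a list adjusted p of 2.74e-06 but adjusted p = 0.0661 with an estimated correlation.

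Lipogenesis genes fell as a list at 24 h (list adjusted p = 1.55e-06), but with an estimated correlation the adjusted p was 0.0496, close to the threshold. Of the 22 members, 8 were lower and 0 higher (8 adjusted over the list alone). They included Thrsp (−0.87 ± 0.15), an inducer of lipogenesis, the phosphatidate phosphatase Lpin1 (−0.71 ± 0.08) and fatty acid synthase, Fasn (−0.68 ± 0.09). Adipocyte genes were lower for 6 of 31 and higher for 1 (7 adjusted over the list alone; list adjusted p = 2.18e-05, adjusted p = 0.154 with an estimated correlation). The gluconeogenic enzyme Pck1 was lowest at −1.33 ± 0.19. The fatty acid carrier Fabp4 was not called (0.04 ± 0.09), but its level lay near the top of the scale, where a change may be hidden. Glycolysis and glucose transport had 1 of 25 members higher and 2 lower at 24 h (3 adjusted over the list alone; list adjusted p = 0.959), with a median of −0.04, a mean of 0.01 and a test direction upward. In oxidative phosphorylation, 2 of 42 genes were lower and 0 higher (2 adjusted over the list alone; list adjusted p = 0.616). Both were regulators of mitochondrial biogenesis and not respiratory subunits, Ppargc1a and Ppargc1b, the latter at −0.91 ± 0.14. Hypoxia response genes were lower for 4 of 22 (4 adjusted over the list alone; list adjusted p = 0.00405, adjusted p = 0.29 with an estimated correlation). The vasodilator peptide gene Adm stood at −2.53 ± 0.17. The list call was lost without control replicate 2 (adjusted p = 0.0887).

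Some redox enzymes rose at 24 h with both drugs. In glutathione metabolism, 12 of 33 genes were higher and 1 lower (14 adjusted over the list alone; list adjusted p = 2.29e-05). They included Gclm, the modifier subunit of the enzyme that limits glutathione synthesis (1.48 ± 0.10), and Chac1, which degrades glutathione (1.17 ± 0.14), against Anpep at −1.48 ± 0.14. In the peroxiredoxin and thioredoxin system, 4 of 18 were higher and 1 lower (5 adjusted over the list alone; list adjusted p = 0.000168). Txnrd1, the cytosolic thioredoxin reductase, stood at 1.56 ± 0.11, Srxn1, which restores oxidised peroxiredoxin, at 1.30 ± 0.16, and Txn1 at 0.65 ± 0.11. Metallothionein and metal response genes were higher for 3 of 6 (3 adjusted over the list alone; list adjusted p = 5.27e-05). These were the NRF2 targets Hmox1 and Gclc (1.13 ± 0.10), the catalytic subunit of glutathione synthesis, and the metallothionein Mt2 (0.83 ± 0.18, adjusted p = 0.0809 without control replicate 1). The inhibited enzymes with their substrates had 2 of 6 members higher (2 adjusted over the list alone, list adjusted p = 0.00162). Gsr, the glutathione reductase that BCNU inhibits, rose by 0.52 ± 0.10. Txnrd2 (−0.19 ± 0.11, adjusted p = 0.292), Prdx2 (0.25 ± 0.10, adjusted p = 0.0973) and Prdx3 (0.37 ± 0.09, adjusted p = 0.00618) were not called, the last on size. Gstp1 rose by 0.94 ± 0.13, Gss by 0.52 ± 0.16 and Gstm1 by 0.51 ± 0.12. The calls of Gsr, Gss and Gstm1 lay near the size threshold and ended with arrays centred on their medians. They also ended on leaving out arrays: Gss without control replicate 2 (adjusted p = 0.301) or either co-treated array (0.0671 and 0.176), and Gstm1 without control replicate 1 (0.0535) or co-treated replicate 1 (0.0556). Gsr lost its call, on size alone, without control replicate 1 (0.028) or co-treated replicate 2 (0.0186).

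Some other stress and signalling lists moved with both drugs. The circadian clock, ER unfolded protein response and p53 target lists were not called at 8 h, although single members were. NF-kB and cytokine genes were higher for 9 of 31 and lower for 2 at 24 h (12 adjusted over the list alone; list adjusted p = 0.00418). The neutrophil chemokine Cxcl1 stood at 2.88 ± 0.28, cyclooxygenase 2, Ptgs2, at 2.80 ± 0.37 and Il6 at 2.32 ± 0.27. Regulators of mitogen-activated protein kinases were higher for 10 of 35 and lower for 1 (11 adjusted over the list alone; list adjusted p = 0.00183, adjusted p = 0.0513 with an estimated correlation). The stress sensor Gadd45b stood at 2.55 ± 0.15, with the phosphatases Dusp4 at 1.31 ± 0.12 and Dusp6 at 1.23 ± 0.12. Proteasome genes were higher for 5 of 34 (5 adjusted over the list alone; list adjusted p = 1.14e-07, adjusted p = 0.1 with an estimated correlation), Psmb2 leading at 0.63 ± 0.10. Autophagy and lysosome genes were higher for 8 of 31 and lower for 1 at 8 h (9 adjusted over the list alone; list adjusted p = 0.00141, adjusted p = 0.155 with an estimated correlation). The autophagy receptor Sqstm1 rose by 1.52 ± 0.10. Circadian clock genes were higher for 6 of 17 and lower for 4 at 8 h (10 adjusted over the list alone; list adjusted p = 0.22). The clock repressors Ciart (2.19 ± 0.16) and Cry1 (0.99 ± 0.08) and the activator Arntl (1.04 ± 0.09) were among those higher. In the ER unfolded protein response, 4 of 24 were higher at 8 h (4 adjusted over the list alone; list adjusted p = 0.412). These were Herpud1 (1.21 ± 0.10), Dnajb9 (0.90 ± 0.10), Ern1 (0.85 ± 0.18) and the ER chaperone Hspa5 (0.67 ± 0.11). The list median was −0.02, its mean 0.13 and its test upward. Among p53 targets, 4 of 27 were higher and 1 lower at 8 h (5 adjusted over the list alone; list adjusted p = 0.145). The kinase Plk3 stood at 3.10 ± 0.18, the antiproliferative Btg2 at 2.42 ± 0.11 and Sesn2 at 1.99 ± 0.16.

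Cell cycle genes were higher for 6 of 35 and lower for 2 after 24 h of both drugs (9 adjusted over the list alone; list adjusted p = 0.00927, adjusted p = 0.182 with an estimated correlation). The replication helicase subunit Mcm5 rose by 1.73 ± 0.24 and the origin licensing factor Cdc6 by 1.03 ± 0.23. The proliferation marker Mki67 fell by 0.98 ± 0.23, a call lost without co-treated replicate 1 (adjusted p = 0.0556). DNA repair genes were higher for 3 of 29 and lower for 1 (4 adjusted over the list alone; list adjusted p = 0.476). The checkpoint kinase Chek1 stood at 1.35 ± 0.24 and the excision repair nuclease subunit Ercc1 at 1.05 ± 0.16. Of 22 ribosomal protein genes, 1 was higher and 1 lower (2 adjusted over the list alone; list adjusted p = 0.123). Rps20 rose by 0.60 ± 0.13, and Rpl3 stood at −0.57 ± 0.18 at 24 h and −1.32 ± 0.18 at 8 h by the median of its probe sets. At 8 h its 3 probe sets read 0.10, −1.32 and 0.30. The brightest of these gave an adjusted p of 0.906 at 24 h, so the direction of Rpl3 is not settled.

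Jun and other transcription factors discussed by the study were followed with both drugs. Jun rose at each time, by 1.29 ± 0.16 at 2 h, 1.83 ± 0.16 at 4 h, 2.18 ± 0.16 at 8 h and 2.49 ± 0.16 at 24 h (adjusted p = 4.36e-10). It was not called with either single drug at any time. A smaller rise is not excluded, since with BCNU at 4 h its arrays read 8.51 and 8.51 against 7.79 and 7.94 in the control. Ets2 rose by 1.17 ± 0.20 at 8 h, Cebpb, a driver of adipogenesis, by 0.60 ± 0.12 and Gata3, which restrains it, by 0.83 ± 0.22. Gata3 lost its call without either control array (adjusted p = 0.0707 and 0.0727) or co-treated replicate 1 (0.102). Runx1 was −0.75 ± 0.18 at 4 h and 1.18 ± 0.18 at 24 h. The fall at 4 h lost its call without control replicate 2 (adjusted p = 0.111) or co-treated replicate 1 (0.137). Of the 11 measured factors, 5 were called higher at 24 h (5 adjusted over the list alone; list adjusted p = 3.80e-05). Ets2, one of these (0.66 ± 0.20), lost its call without each of the 4 arrays (adjusted p up to 0.203). Of 4 Jun targets named by the study, all 4 were called higher at 24 h (4 adjusted over the list alone; list adjusted p = 8.38e-06). Of these, Gss and Gstm1 both lost their calls without co-treated replicate 1 and with arrays centred on their medians, which leaves 2. With BCNU alone at 8 h, where Jun was not called, 2 of the 4 targets were also higher (2 adjusted over the list alone). The list adjusted p was then 2.36e-05. Gclm and Gstp1 also rose with auranofin alone at 24 h, so a rise of these targets did not need a call of Jun. The lists of factors and of Jun targets were chosen by the study on these samples and are not independent evidence of a direction.

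Genes called with both drugs overlapped between times. At any of the 4 times 3825 genes were called, of which 2852 were called within 8 h, 973 at 24 h alone and 990 in both periods. Between 8 and 24 h, 469 genes were higher at both times and 416 lower at both, against 60.1 and 51.0 in independent lists, and 9 changed in opposite directions. At all 4 times, 78 genes were called higher and 74 lower. These times do not share control arrays, apart from all arrays sharing 1 estimate of the spread.

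**Figure D1:**
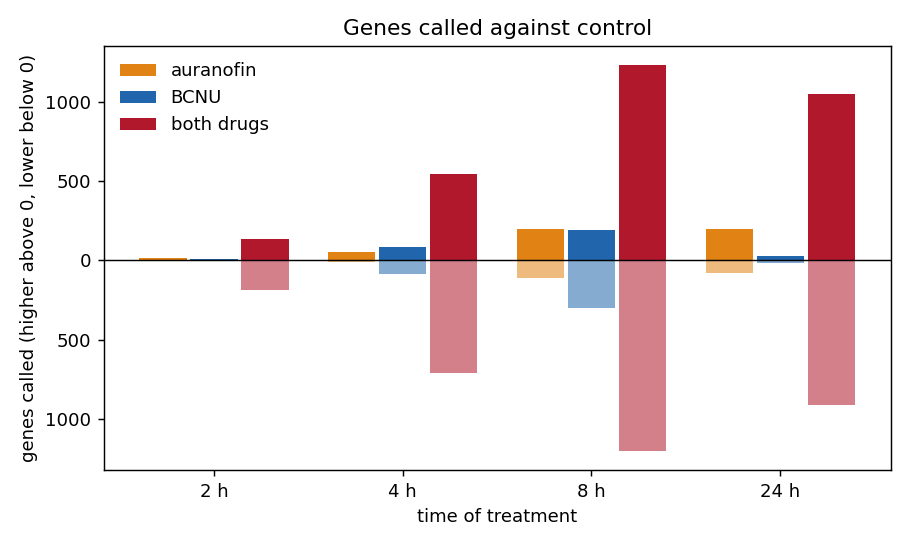
Number of differentially-expressed genes (vertical axis) at each time in hours (horizontal axis) for auranofin, BCNU and both drugs against control, with dark bars for genes that were higher and pale bars for genes that were lower. The bars for both drugs reach 1231 higher and 1201 lower genes at 8 h.

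BCNU alone raised Hmox1 at 2 h (1.51 ± 0.16, adjusted p = 0.000126), 4 h (2.19 ± 0.16) and 8 h (2.60 ± 0.16, adjusted p = 2.76e-08). At 24 h Hmox1 was not called (0.35 ± 0.16, adjusted p = 0.625). At 2 h Egr1 (1.65 ± 0.18) and Osgin1 (1.53 ± 0.13) were also among the 3 most raised genes. The kinase Sik1 (−0.63 ± 0.11), the RNA-binding Zfp36l2 (−0.58 ± 0.09) and Fam43a (−0.56 ± 0.10) were the lowest. At 4 h Osgin1 (1.77 ± 0.13) and Hsph1 (1.70 ± 0.15) followed Hmox1. Prokr1 (−1.74 ± 0.35) and the odd-skipped transcription factors Osr1 (−1.69 ± 0.25) and Osr2 (−1.30 ± 0.18) fell. At 8 h the prolactin family gene Prl2c5 (2.33 ± 0.29) and Ptgs2 (2.19 ± 0.37) rose. Prokr1 (−2.00 ± 0.35), the interferon-stimulated Oasl2 (−1.78 ± 0.40) and the long non-coding RNA Platr25 (−1.66 ± 0.30) fell. At 24 h Prl2c5 (1.47 ± 0.29), Smkr-ps (1.28 ± 0.21) and Mcm5 (1.23 ± 0.24) were highest. Ogn (−1.49 ± 0.12), Sugct (−1.41 ± 0.26) and the exporter Abcc4 (−1.24 ± 0.20) were lowest. Single arrays ended several of these calls: Sik1 without either untreated array or BCNU replicate 1 (adjusted p up to 0.331), Zfp36l2 without untreated replicate 2 or BCNU replicate 1 (up to 0.1), and Fam43a without each of the 4 (up to 0.228). At 4 h Prokr1 lost its call without control or BCNU replicate 2 (0.313 and 0.185), and at 8 h Oasl2 lost its call without control replicate 1 or either BCNU array (up to 0.271) and Platr25 without control replicate 1 or BCNU replicate 2 (0.062 and 0.066). At 24 h Prl2c5, Smkr-ps, Mcm5 and Sugct lost theirs without each of the 4 arrays (adjusted p up to 0.279, 0.163, 0.233 and 0.23) and Abcc4 without control or BCNU replicate 2 (0.163 and 0.128).

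NRF2 targets rose with BCNU for 17 of 25 members at 8 h (17 adjusted over the list alone; list adjusted p = 6.45e-43), with a median of 0.80. They included Slc7a11 (2.15 ± 0.26), Nqo1 (1.91 ± 0.15), Gclm (1.48 ± 0.10), Txnrd1 (1.24 ± 0.11) and Gsr (0.70 ± 0.10). At 24 h 0 of these 25 were higher and 1 lower (2 adjusted over the list alone; list adjusted p = 0.0959). Heat shock genes rose for 8 of 22 at 8 h (8 adjusted over the list alone; list adjusted p = 2.24e-14). At 24 h 0 were called (0 adjusted over the list alone; list adjusted p = 0.425), with a median of 0.00, a mean of −0.03 and a downward test. Cell cycle genes were lower for 5 of 35 at 8 h (8 adjusted over the list alone; list adjusted p = 0.0044, adjusted p = 0.146 with an estimated correlation), with Mki67 at −1.26 ± 0.23. They were higher as a list at 24 h (2 of 35 called, 11 adjusted over the list alone, list adjusted p = 1.96e-18), with a median of 0.37. Preadipocyte and fibroblast markers were lower for 3 of 23 at 4 h (6 adjusted over the list alone; list adjusted p = 2.05e-07). BCNU changed 10 genes at 2 h (7 higher, 3 lower), 170 at 4 h (84 and 86), 486 at 8 h (189 and 297) and 41 at 24 h (26 and 15). With arrays centred on their medians these splits were 7 and 1 at 2 h, 108 and 63 at 4 h, and 255 and 239 at 8 h. The count at 2 h was 3 without untreated replicate 2 and 6 without BCNU replicate 1. At 4 h it was 60 without control replicate 2 and 82 and 95 without BCNU replicates 1 and 2. At 8 h it was 268 and 272 without control replicates 1 and 2 and 271 without BCNU replicate 1, and at 24 h it was 16 and 10 without control replicates 1 and 2 and 25 and 11 without BCNU replicates 1 and 2. Mki67 lost its call at 8 h without control replicate 1 (adjusted p = 0.0799) or BCNU replicate 1 (0.0805).

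Auranofin alone also raised Hmox1, by 2.45 ± 0.16 at 2 h (adjusted p = 8.14e-08), 2.32 ± 0.16 at 4 h, 2.98 ± 0.16 at 8 h and 2.47 ± 0.16 at 24 h. Atf3 (2.17 ± 0.23) and Egr1 (1.79 ± 0.18) rose at 2 h, and the iron exporter Slc40a1 (2.56 ± 0.23) and the monocyte chemokine Ccl2 (2.37 ± 0.29) led at 4 h. Nqo1 rose by 2.56 ± 0.15 at 8 h and 2.74 ± 0.15 at 24 h, Slc40a1 by 2.49 ± 0.23 at 8 h, and Gsta3 by 2.95 ± 0.22 at 24 h (7.75-fold). The protease inhibitor Serpinb1a (−1.18 ± 0.24), Zfp872 (−1.01 ± 0.18) and Ccbe1 (−0.98 ± 0.17) were lowest at 4 h, and the receptors Tlr8 (−1.13 ± 0.23) and P2ry6 (−1.12 ± 0.19) with Osr1 (−1.10 ± 0.25) at 8 h. At 24 h the interferon-stimulated Rtp4 (−2.38 ± 0.41), Ifit1 (−2.33 ± 0.56) and Usp18 (−1.80 ± 0.40) fell. Tlr8, Osr1, Ifit1 and Usp18 lost their calls without each of the 4 arrays (adjusted p up to 0.121, 0.201, 0.212 and 0.198), and P2ry6 without control replicate 2 or auranofin replicate 1 (0.0712 and 0.077). At 4 h Serpinb1a and Ccbe1 lost theirs without either control array or auranofin replicate 2 (up to 0.558 and 0.143) and Zfp872 without control or auranofin replicate 1 (0.175 and 0.11).

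NRF2 targets were higher for 19 of 25 members after 8 h of auranofin (19 adjusted over the list alone; list adjusted p = 1.90e-61). They were higher for 20 after 24 h (20 adjusted over the list alone; list adjusted p = 3.80e-68). The medians were 1.16 and 1.02. Glutathione metabolism genes were higher for 11 of 33 at 24 h (11 adjusted over the list alone; list adjusted p = 2.12e-11). Gclm (1.63 ± 0.10), Gstp1 (0.96 ± 0.13) and Txnrd1 (0.75 ± 0.11) rose. NF-kB and cytokine genes were higher for 5 of 31 at 8 h (7 adjusted over the list alone; list adjusted p = 1.08e-06), with the macrophage growth factor Csf1 at 1.31 ± 0.16. Adipocyte genes were lower for 3 of 31 at 8 h (3 adjusted over the list alone; list adjusted p = 4.83e-13). Proteasome genes were higher as a list with 0 of 34 called (0 adjusted over the list alone; list adjusted p = 2.26e-13; median 0.25). Cell cycle genes were higher for 4 of 35 at 24 h (6 adjusted over the list alone; list adjusted p = 3.18e-09). Oxidative phosphorylation genes had a median of −0.11 at 24 h with 0 of 42 called (0 adjusted over the list alone; list adjusted p = 7.38e-06), but adjusted p = 0.165 with an estimated correlation. Auranofin changed 15 genes at 2 h (15 higher, 0 lower), 61 at 4 h (52 and 9), 308 at 8 h (197 and 111) and 275 at 24 h (198 and 77), with an unadjusted limma p under 0.05 for 1155 genes at 2 h. Without control replicate 2 the 4 h count was 37. At 8 h leaving out an array gave 178 and 110 without control replicates 1 and 2 and 194 and 91 without auranofin replicates 1 and 2, and at 24 h it gave 153 and 168 without the control replicates and 138 without auranofin replicate 1.

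The single drugs were compared with each other at matched times to ask whether their targets overlapped. Auranofin and BCNU shared 87 higher and 36 lower genes at 8 h, against 1.73 and 1.53 in independent lists. In 100 simulations of unchanged groups the shared number was 0. Unchanged groups give almost no calls, so this 0 could hardly differ and does not test the effect of shared controls. The 2 drugs shared 29 higher and 4 lower genes at 4 h (0.203 and 0.0360 in independent lists). At 24 h they shared 6 higher, 6 lower and 1 opposite (0.239 and 0.0537). Across genes, which are not independent replicates, their log2 changes correlated with r = 0.551 at 8 h against 0.501 simulated, and their covariance was 0.0365 against 0.0198 simulated. At 24 h r was 0.390 and the covariance 0.0222. Auranofin shared 99 higher, 51 lower and 13 opposite genes with both drugs at 24 h (9.67 and 3.27 in independent lists, covariance 0.0451), and BCNU shared 91 higher, 150 lower and 2 opposite genes with both drugs at 8 h (10.8 and 16.6, covariance 0.0482). With the controls split, 1 array for each drug of a pair, auranofin and BCNU shared 48 higher and 2 lower genes at 8 h, or 46 and 10 with the control arrays exchanged (0.462 and 0.176, or 0.581 and 0.519, in independent lists). Their r at 8 h was then 0.244 or 0.193 and the covariance 0.0202 or 0.0166. At 24 h they shared 1 higher and 3 lower genes either way, with r of −0.01 or 0.05. Auranofin and both drugs shared 56 higher and 28 lower genes at 24 h, or 53 and 23 (covariance 0.0226 or 0.0259), and BCNU and both drugs 52 and 57 at 8 h, or 49 and 65 (0.0292 or 0.0310). A single control array also calls fewer genes, so the lower counts do not show how much of the overlap came from sharing controls.

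**Figure D2:**
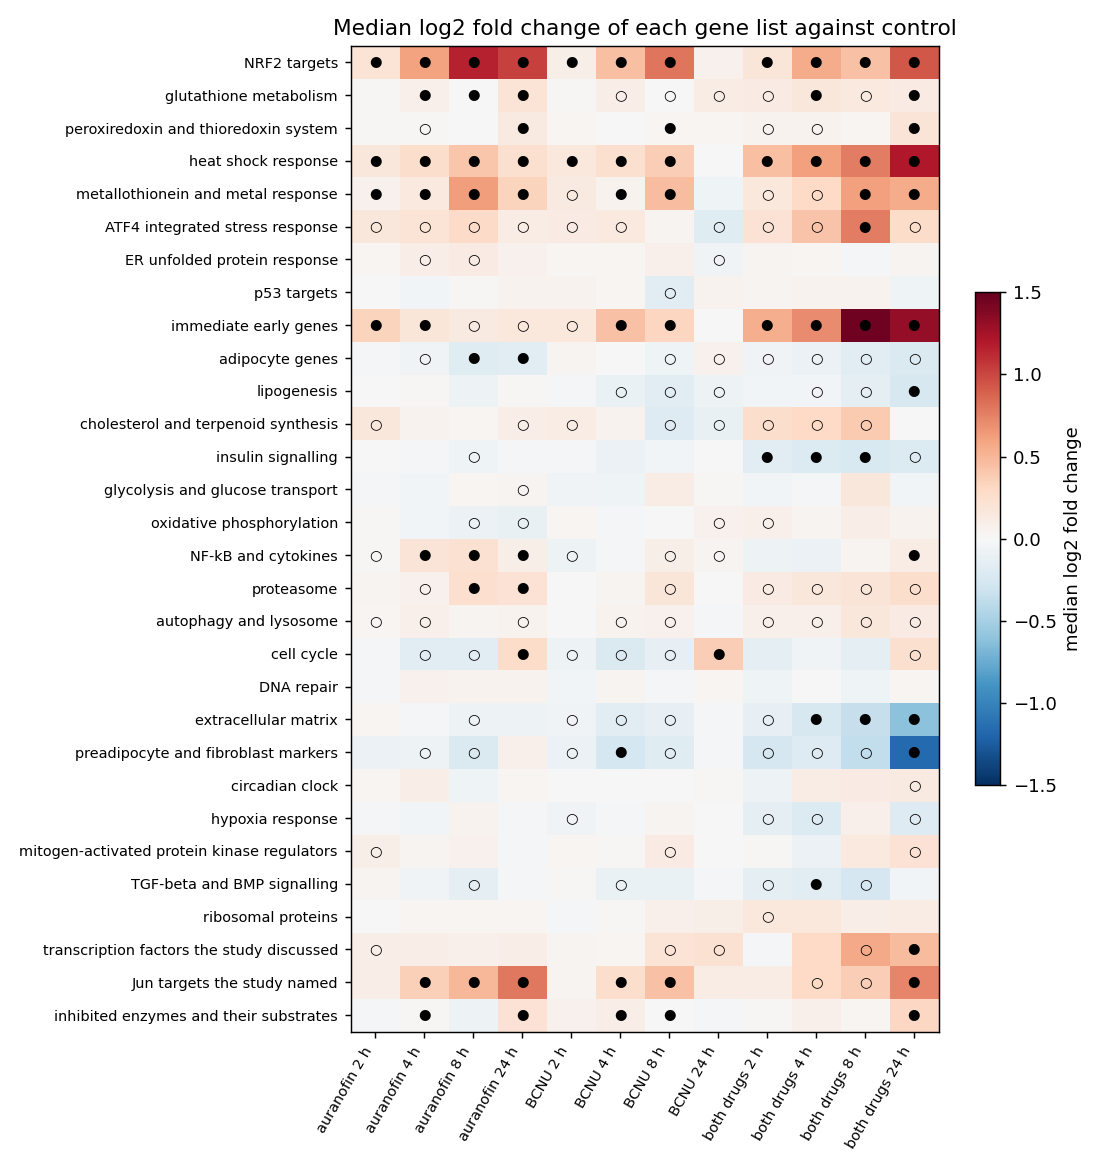
Median log2 change against control (colour, red for higher and blue for lower) of the members of each gene list (vertical axis) for each drug treatment and time (horizontal axis). Filled circles mark lists called with both the preset and the estimated correlation and open circles those called with the preset correlation alone, and the NRF2 targets at 24 h have medians of 0.93 with both drugs and 1.02 with auranofin.

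The interaction contrasts asked whether both drugs differed from the sum of the single-drug effects. Fos exceeded that sum at 2 h (1.99 ± 0.22), 4 h (3.40 ± 0.22) and 8 h (3.50 ± 0.22), and Egr1 (3.56 ± 0.26) and Egr2 (3.48 ± 0.28) did so at 8 h. At 24 h Atf3 (3.45 ± 0.33) and Sprr1a (3.36 ± 0.36) exceeded it, as did Hspa1a (5.24 ± 0.57), whose size is uncertain because its control lay near background. Nqo1 fell short of the sum by −3.48 ± 0.21 at 8 h and Slc40a1 by −3.14 ± 0.32 at 4 h and −3.45 ± 0.32 at 8 h. Sfrp2 (−3.81 ± 0.41), the BMP antagonist Grem1 (−3.77 ± 0.32) and Clca3a1 (−3.48 ± 0.32) lay lowest at 24 h. NRF2 targets fell short for 18 of 25 members and exceeded the sum for 1 at 8 h (19 adjusted over the list alone; list adjusted p = 1.17e-29), with a median of −1.32. Immediate early genes exceeded it for 15 of 32 at 8 h (16 adjusted over the list alone; list adjusted p = 6.35e-17) and 17 at 24 h (21 adjusted over the list alone; list adjusted p = 3.86e-31). At 24 h heat shock genes exceeded it for 17 of 22 (17 adjusted over the list alone; list adjusted p = 9.08e-34). Matrix genes lay below it for 20 of 33 and above for 1 (23 adjusted over the list alone; list adjusted p = 4.40e-33), and fibroblast markers below it for 14 of 23 (15 adjusted over the list alone; list adjusted p = 1.65e-25). The interaction called 12 genes at 2 h (5 higher, 7 lower), 338 at 4 h (114 and 224), 1605 at 8 h (750 and 855) and 810 at 24 h (377 and 433). With arrays centred on their medians the splits were 100 and 390 at 4 h and 456 and 1474 at 8 h. At 2 h the count was 4 to 7 without each array but untreated replicate 2 and co-treated replicate 1. At 4 h it was 553 without co-treated replicate 2 and 114 to 195 without each other array but auranofin replicate 1. At 8 h it was 932 without auranofin replicate 2.

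Both drugs were also tested against each drug directly, with no control array in the contrast. Against BCNU alone, 180, 721, 1991 and 1783 genes differed at 2, 4, 8 and 24 h, and against auranofin alone 183, 1138, 2252 and 1596. Nqo1 was lower with both drugs than with auranofin at 8 h (−1.57 ± 0.15) and than with BCNU (−0.93 ± 0.15), whereas Txnrd1 was not called against either (0.40 ± 0.11 and 0.36 ± 0.11). Against BCNU the 8 h split of 1083 higher and 908 lower became 717 and 1487 with arrays centred on their medians, the 4 h split of 310 and 411 became 243 and 628, and the 24 h split of 943 and 840 became 819 and 970. Against auranofin the 8 h split of 1183 and 1069 became 802 and 1575, and the 24 h split of 799 and 797 became 781 and 816. Leaving out any array of the contrast lowered both 2 h counts by more than 1.5 times, to 47 at the least without auranofin replicate 2. The 4 h count against BCNU was 345 without co-treated replicate 1 and 382 without BCNU replicate 2. Against auranofin it was 651 without co-treated replicate 1 and 713 without auranofin replicate 2.

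Late and early effects were compared to find genes whose response differed at 24 h from the mean of 4 and 8 h. With both drugs, P2rx7 (5.58 ± 0.29) was higher at 24 h than early. So were Hspa1a (6.80 ± 0.49) and the protease inhibitor Serpinb2 (3.43 ± 0.27), both of uncertain size because their controls lay near background. Sfrp2 (−3.94 ± 0.36), Ptn (−3.13 ± 0.16) and Ogn (−3.07 ± 0.15) were lower. Fibroblast markers were lower at 24 h than early for 12 of 23 members (14 adjusted over the list alone; list adjusted p = 1.26e-20). With BCNU, Mki67 (2.16 ± 0.29), Tuba1a (1.65 ± 0.19), a tubulin, and the histone H2ac10 (1.65 ± 0.30) were higher at 24 h than early. Hmox1 (−2.04 ± 0.20), Abcc4 (−1.82 ± 0.24) and Srxn1 (−1.76 ± 0.19) were lower. NRF2 targets were lower late than early for 13 of 25 with BCNU (14 adjusted over the list alone; list adjusted p = 2.33e-25). Cell cycle genes were higher late for 5 of 35 (20 adjusted over the list alone; list adjusted p = 3.78e-20). With auranofin, P2rx7 (2.73 ± 0.29), Grem1 (1.63 ± 0.28) and the G protein regulator Rgs4 (1.52 ± 0.28) were higher late. The proteoglycan Lum (−1.04 ± 0.18), Fibin (−0.92 ± 0.18) and Osgin1 (−0.89 ± 0.16) were lower. These contrasts called 672 genes with both drugs (357 higher, 315 lower), 132 with BCNU (62 and 70) and 30 with auranofin (21 and 9). With both drugs the count was 414 and 416 without control and co-treated replicate 2 at 24 h. With BCNU it was 30 to 83 without each of the 24 h arrays, control or BCNU, and 70, 75 and 80 without control replicate 2 at 4 h, BCNU replicate 1 at 4 h and control replicate 2 at 8 h. With auranofin it was 5 to 19 without each array but auranofin replicate 2 at 4 h, and lowest without control replicate 2 at 24 h. H2ac10 lost its call without each of the 24 h arrays of the contrast (adjusted p up to 0.0727). The auranofin genes other than P2rx7 lost theirs without each control array or auranofin replicate 1 at 24 h, among others (without control replicate 1, adjusted p of 0.114 for Grem1, 0.0813 for Rgs4, 0.0694 for Lum, 0.138 for Fibin and 0.141 for Osgin1).

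**Figure D3:**
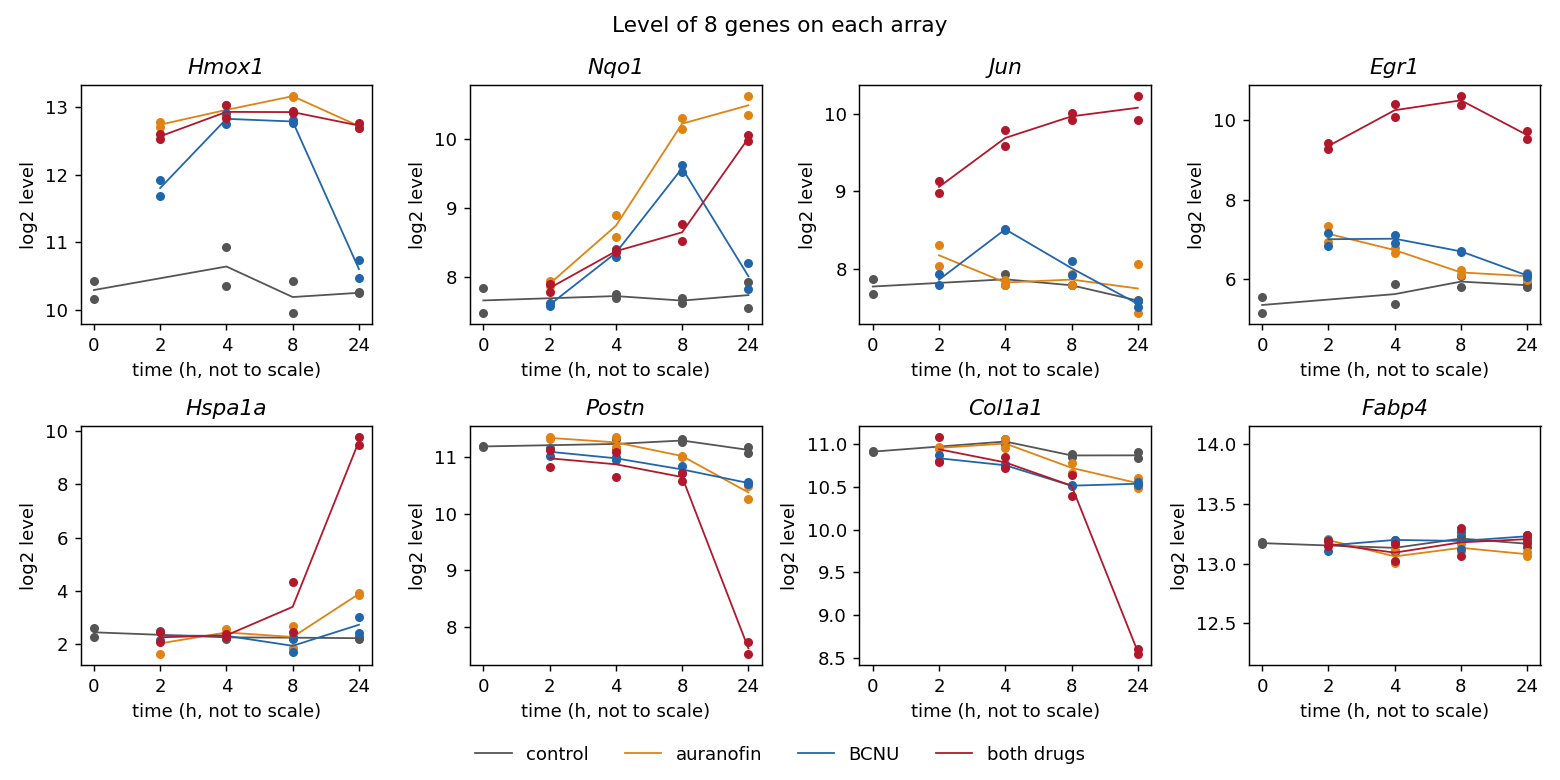
Log2 expression (vertical axes) of Hmox1, Nqo1, Jun, Egr1, Hspa1a, Postn, Col1a1 and Fabp4 at each time in hours (horizontal axes, not to scale), with a dot for each array and lines through the means of 2 arrays for control (grey), auranofin (orange), BCNU (blue) and both drugs (red). Hspa1a starts near background, so its rise of 7.41 with both drugs at 24 h is a lower bound, and Fabp4 lies near the top of the scale.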

Values the study reported

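With both drugs, the study reported 2397 differentially-expressed genes at 8 h and 2023 at 24 h. Elsewhere its text gives 2203 genes for 24 h.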

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

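The tests of saturation, of expressed neighbours, of the genes' own level, of compression as the whole of a change and of the loss of less-differentiated cells were chosen after the results they bear on had been seen, as were the list tests on the late contrasts and the cyclic loess alternative.

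Both drugs differed from the sum of the single-drug effects for 12 genes at 2 h, 338 at 4 h, 1605 at 8 h and 810 at 24 h, by a limma test of that difference. At 2 h Fos (1.99), Fam71a (1.49) and Ier2 (1.44) lay above the sum and Hmox1 (−1.68), Fat4 (−1.62) and Prob1 (−1.40) below it. For Hmox1 the sum stood at a level of 14.25, over the highest value on any array (13.76), so the size of its shortfall may come in part from the scale. Its 2 arrays with both drugs at 2 h (12.61 and 12.53) were not at its own highest level, however. With auranofin at 8 h it read 13.16 and 13.17. Fam71a lost its call without each of the 8 arrays but untreated replicate 2 and co-treated replicate 1 (adjusted p up to 0.242), Fat4 without each but co-treated replicate 1 (up to 0.143) and Prob1 without each but auranofin replicate 2 and co-treated replicate 1 (up to 0.148). Ier2 lost its call without untreated replicate 1, auranofin replicate 2 or BCNU replicate 1 (up to 0.0655). At 4 h Fos (3.40), Cyp3a57 (2.76) and Ccdc152 (2.56) lay above it and Slc40a1 (−3.14), Ccl2 (−3.00) and Ptgs2 (−2.23) below it. Ptgs2 lost its call without each array but control replicate 2, auranofin replicate 1 and co-treated replicate 2 (up to 0.16) and Ccdc152 without control replicate 1, auranofin replicate 2 or co-treated replicate 1 (up to 0.0638). At 8 h Egr1 (3.56), Fos (3.50) and Egr2 (3.48) lay above and Nqo1 (−3.48), Slc40a1 (−3.45) and Prl2c5 (−2.99) below. At 24 h Hspa1a (5.24), Atf3 (3.45) and Sprr1a (3.36) lay above and Sfrp2 (−3.81), Grem1 (−3.77) and Clca3a1 (−3.48) below. The sizes for Fam71a, Cyp3a57 and Hspa1a are uncertain, since their controls lay near background.

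Effects at 24 h differed from early effects for 672 genes with both drugs, 132 with BCNU and 30 with auranofin, by a limma test of that difference. With both drugs the largest differences were in Hspa1a (6.80), P2rx7 (5.58), Serpinb2 (3.43), Sfrp2 (−3.94), Ptn (−3.13) and Ogn (−3.07), with the sizes for Hspa1a and Serpinb2 uncertain because their controls lay near background. With BCNU they were in Mki67 (2.16), Tuba1a (1.65), H2ac10 (1.65), Hmox1 (−2.04), Abcc4 (−1.82) and Srxn1 (−1.76). With auranofin they were in P2rx7 (2.73), Grem1 (1.63), Rgs4 (1.52), Lum (−1.04), Fibin (−0.92) and Osgin1 (−0.89). H2ac10 lost its call without any of the 4 arrays of 24 h (adjusted p up to 0.0727). Fibin lost its call without each of the 12 arrays (up to 0.155). Osgin1 did so without each but auranofin replicate 2 at 4 h and at 8 h and control replicate 2 at 8 h (up to 0.141). Grem1, Rgs4 and Lum lost theirs without either control array or auranofin replicate 1 at 24 h, auranofin replicate 1 at 8 h or control replicate 2 at 8 h (up to 0.114, 0.197 and 0.195), and also without auranofin replicate 2 at 24 h for Grem1, either 4 h control for Rgs4, and control replicate 1 or auranofin replicate 2 at 4 h for Lum.

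Signal also lay in probe sets that the gene comparisons left out. With both drugs, 35 probe sets without a symbol and 11 with several symbols were called at 2 h, 156 and 43 at 4 h, 263 and 74 at 8 h, and 200 and 64 at 24 h, of 2578 and 685 tested.

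NRF2 targets rose less with both drugs than the sum of the single-drug effects at 8 h, with a median of −1.32. Against control at 8 h, 11 of 25 were called higher with both drugs (median 0.44). With BCNU alone 17 were called higher (median 0.80) and with auranofin alone 19 (median 1.16). By count and median the response to both drugs thus lay below that to either drug alone, a difference not tested for the list. Probe sets at the top of their range could give a shortfall from the sum. However, 15 of the 18 members called lower in that contrast were higher by over 2 SE in another group, such as Nqo1 with auranofin. The remaining 3 members, Hmox1, Txnrd1 and Slc7a11, were not clearly higher in any other group. Hmox1 (12.93) lay near the highest value on any array (13.76), so for it saturation cannot be told apart from a real limit of the response. Txnrd1 (9.97) and Slc7a11 (7.42) lay well below that value, which argues against a limit of the scale for these genes. A lower ceiling of their own probe sets was not tested. A compression of the range by the normalization was tested with 10000 random lists matched on mean level: 0% had a median as low, and the lowest random median was −0.38. The lists were not matched on the single-drug changes, so this speaks only to a shift tied to level. It cannot test a compression of large changes, since the random genes were not picked for having them. A weaker activation of NRF2 or a general limit of its transcription at 8 h with both drugs stays possible and was not tested.

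Genes in the lowest 1/3 of mean level rose with both drugs at 8 h, 250 of 7169. Cyclic loess, which took the median of all 7169 from 0.10 to −0.01, kept 56% of the calls (140 of 250, exact interval 49.6 to 62.2%). It lowered each of the 250 by 0.09 to 0.13: the genes kept went from a median of 0.94 to 0.83 (median SE 0.21 before and after) and those not kept from 0.62 to 0.51 (median SE 0.19 before and after). The 110 calls ended because these genes lay close to the thresholds, 61 on adjusted p alone, 18 on size alone and 31 on both. This cannot decide whether compression of the range by the normalization was the whole of the change. The 250 had been picked for a log2 change over 0.5 and lost about the same amount each, so most of it had to remain. Compression stays open for the part of about 0.11, and so for how many genes are called. Cyclic loess would remove a real rise of dim genes as well. The called genes had an expressed neighbour in 47.6% of cases against 33.4% of 6906 others (Fisher exact test, adjusted p = 2.52e-05 over 4 tests), and the shares at 4 and 24 h were 47.6% (adjusted p = 0.00591) and 46.3% (adjusted p = 0.00394), while at 2 h 36.4% of 11 genes had one. Within 10 strata of the genes' own level the common odds ratio was 1.61 (Cochran-Mantel-Haenszel chi-squared test across genes, p = 0.000354), and with 8 control arrays defining level and small RNAs left out, 2 changes made together that give another set of 284 called genes, the shares were 50.7% and 34.2%. An expressed neighbour was an adjacent gene in the highest 1/3 of mean level, on either side and whatever its strand or distance. Transcription running on from neighbouring genes could give such an excess, but a test blind to strand and side cannot tell it from other causes. The called genes without such a neighbour are left without an explanation.

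Matrix genes and fibroblast markers fell with both drugs at 24 h, with a median of −0.83 over 56 genes. A level-dependent shift of the normalization would lower random lists matched on mean level as far, but 0% of 10000 had a median as low, and the lowest was −0.20. A loss of less-differentiated cells would lower their markers alike, whereas the 23 fibroblast markers ranged from −3.50 to 0.95 with an SD 7.92 times their median SE. That loss stays possible, because the adipocytes may express the same genes in unequal amounts, and it cannot be told apart from lower transcription of these genes.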

How the results depend on the processing

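Cyclic loess between arrays and the split of control arrays between the drugs of a pair were chosen after seeing the data, and the other alternatives before.

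Over 1084 pairs of a named gene and a contrast, of which 911 were called, direction and side of the threshold were kept in 1080 with eBayes trend and robust estimation, 1077 with genes in the lowest 1/3 of mean level left out, 1068 with cyclic loess, 1065 with quantile normalization again, 1063 with all probe sets tested and 1051 with arrays centred on their medians. A replicate block kept 1068 and lost 16, and it left the counts of both drugs against control at 335, 1273, 2445 and 1966. The only reversals were of Rpl3 with its highest probe set, for both drugs at 2, 4 and 8 h (adjusted p of 0.270, 0.0986 and 0.0374) and the interaction at 4 and 8 h (0.587 and 0.296), since its probe sets differ in direction.

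A fit on the arrays of the contrast alone, which has 2 to 6 residual degrees of freedom, kept 505 pairs and lowered the counts of the drug, interaction and late contrasts, while the control contrasts stayed at 0. With both drugs it called 7 genes at 2 h, 76 at 4 h, 848 at 8 h and 858 at 24 h, with BCNU 0, 0, 0 and 0, and with auranofin 0, 0, 5 and 9. The interaction had 0, 16, 400 and 370, both drugs against BCNU 0, 0, 352 and 713, both drugs against auranofin 0, 40, 509 and 624, and the late contrasts 267 with both drugs, 17 with BCNU and 2 with auranofin.

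Other alternatives moved counts by over 1.5 times in the small contrasts. With eBayes trend and robust estimation there were 17 genes with BCNU and 28 with auranofin at 2 h, 40 and 556 in the interaction at 2 and 4 h, and 238 and 76 in the late contrasts of BCNU and auranofin. Leaving out the lowest 1/3 gave 19 and 528 in the interaction at 2 and 4 h and 54 in the late contrast of auranofin, and quantile normalization again gave 1 in the 4 h control contrast. Adjustment over the 12 drug contrasts together, which lends the small contrasts the threshold of the large ones, gave 71, 262 and 141 with BCNU at 2, 4 and 24 h and 66 and 113 with auranofin at 2 and 4 h. Pooled 0 and 4 h controls gave 20 with BCNU at 2 h. The 4 h controls in place of 0 h gave 387 with both drugs at 2 h, of which 208 were among the 321, 11 with BCNU (7 of the 10) and 18 with auranofin (14 of the 15). With the control arrays split, auranofin and BCNU shared 50 or 56 genes at 8 h in place of 123. The mean of all control arrays gave 290 and 92 with BCNU at 4 and 24 h and 113 with auranofin at 4 h. Counting 2 h as early gave 57 and 56 in the late contrasts of BCNU and auranofin. Where no reason is given, the cause was not tested.

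Leaving out each array in turn, with the lone array assumed to vary like the other groups, gave these ranges of genes called at 2, 4, 8 and 24 h: 161 to 217, 730 to 1322, 1813 to 2294 and 1506 to 1853 with both drugs, 3 to 13, 60 to 121, 268 to 486 and 10 to 25 with BCNU, and 10 to 15, 37 to 48, 91 to 194 and 138 to 235 with auranofin. The interaction ranged over 4 to 17, 114 to 553, 932 to 1485 and 569 to 749, both drugs against BCNU over 78 to 108, 345 to 964, 1538 to 1838 and 1382 to 1658, and both drugs against auranofin over 47 to 115, 651 to 1294, 1563 to 2130 and 1145 to 1500. The control contrasts at 4, 8 and 24 h ranged over 0 to 2, 0 to 4 and 0 to 2, and the late contrasts over 414 to 721 with both drugs, 30 to 116 with BCNU and 5 to 21 with auranofin. Among the repeats for named genes, 4973 kept the call or its absence, 1271 lost it and 4 gained it.

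Gene list shifts numbered 190 over the drug contrasts, 37 over the interactions and 5 over the control contrasts. With a correlation estimated per list they numbered 79, 13 and 0, and with fry, a rotation test that asks whether a list moves at all, 0 in the control contrasts. Leaving out arrays gave 181 to 192, 34 to 40 and 0 to 7. Of 570 list tests, 545 were unchanged with cyclic loess, 556 with the lowest 1/3 left out, 568 with a replicate block, 496 with fry and 430 with an estimated correlation. The array medians lay near the lower end of the scale, and 7169 genes made up the lowest 1/3 of mean level, where signal over background was smallest.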

Other observations

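The lists of interferon-stimulated genes and of tubulins were written after some of their members had been seen among the largest changes, so both were tested again on the members not seen.

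Interferon-stimulated genes were lower after 24 h of auranofin, for 6 of 24 members (9 adjusted over the list alone), with a median of −0.41 and a list adjusted p of 1.31e-09, but adjusted p = 0.0935 with an estimated correlation. Over the 19 members not seen the median was −0.35 (camera in limma, unadjusted p of 1.16e-06, and 0.0377 with an estimated correlation). A fall was not particular to this treatment. By the same 2 tests these members stood at −0.42 with BCNU at 8 h (4.16e-05 and 0.0743) and −0.31 with auranofin at 8 h (0.00372 and 0.195). Against the 0 h arrays they stood at −0.33 with BCNU (0.00259 and 0.180) and −0.23 with auranofin (8.62e-05 and 0.0860) at 2 h. After 4 h of auranofin the list went the other way, with a median of 0.39, 0 called by limma (0 adjusted over the list alone) and a list adjusted p of 4.09e-05, but adjusted p = 0.267 with an estimated correlation, and a median of 0.38 over the members not seen (0.000116 and 0.0914). With both drugs at 24 h, 8 of 24 were lower and 1 higher (12 adjusted over the list alone), with Rtp4 at −2.01 and Ifit1 at −3.30. Over the members not seen the median was then −0.36 (camera, unadjusted p of 0.00407, but 0.200 with an estimated correlation). The same genes were lower in control cells at 4 h than at 0 h, with a median of −0.56, 0 called by limma (10 adjusted over the list alone) and a list adjusted p of 1.41e-12, but adjusted p = 0.0625 with an estimated correlation. Their median thus lay as far from 0 between these 2 control groups as with auranofin. Later controls were closer to the 0 h cells. Against 0 h the members not seen stood at −0.26 at 8 h (0.000371 and 0.117 by the same 2 tests) and −0.06 at 24 h (0.0873 and 0.437).

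Tubulins fell as a list after 4 h of BCNU, with a median of −0.59, 2 of 11 called lower (6 adjusted over the list alone) and a list adjusted p of 8.56e-08, but adjusted p = 0.0627 with an estimated correlation. Tuba1a stood at −1.24 and Tubb5 at −1.18. Relative to the early effect they were higher at 24 h with BCNU, with a median of 0.59, 3 of 11 called (4 adjusted over the list alone) and a list adjusted p of 1.76e-11, adjusted p = 0.00335 with an estimated correlation. Over the 9 members not seen the late median was 0.51 (unadjusted p of 2.67e-06, and 0.00758 with an estimated correlation) and the 4 h median −0.19 (0.00084 and 0.0453). A rise at 24 h was not particular to BCNU: against control the members not seen had medians of 0.42 with BCNU (2.22e-05 and 0.0140), 0.51 with auranofin (7.59e-05 and 0.0204) and 0.49 with both drugs (0.00613 and 0.0937), and at 8 h they stood at 0.50 with auranofin (0.00464 and 0.0843) and 0.49 with both drugs (0.00855 and 0.107).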
